A study of Homo sapiens with 12 samples. Its data were reported in "Multi-omics analysis reveals contextual tumor suppressive and oncogenic gene modules within the acute hypoxic response" (2021).

How the data were processed

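The data were poly(A)+ RNA-seq libraries of RKO, A549 and H460 cells held in normoxia or in hypoxia (1% O2) for 24 h. There were 12 libraries, with 2 replicates in each of the 6 groups of cell line and oxygen condition. RKO and A549 cells grew in one medium and H460 cells in another, so medium and line were not separated by the design. The libraries were strand-specific and read from a single end. According to the sample records, the authors trimmed the 3' ends for quality and aligned with TopHat2 to GRCh37/hg19 with the UCSC annotation. They then removed alignments of low mapping quality, marked duplicates, and counted exon reads with HTSeq in the reverse-stranded, intersection-nonempty mode. These steps were not repeated here, because the processed tables were the starting point.

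The authors deposited a count for each of 25369 genes in each library, and these deposited counts were the input of all main fits. The authors also deposited an RPKM value per gene and library, which equals the count divided by gene length in kilobases and by the summed counts of the library, up to a constant factor. The deposited RPKM served only as an alternative unit. The other deposited columns gave the gene symbol, the chromosome, start and end, the strand and the gene length, and 0 columns were left unused. Coordinates are given here as 1-based positions on GRCh37. Reads that match several places equally were lost or shared upstream, so values of pseudogenes and of genes with close copies, such as POM121L10P, GAPDH and EEF1A1, carry that limit.

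Each line was fitted on its own 4 libraries with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling). Genes over 0.5 CPM in at least 2 libraries of the line were tested. A gene was called when its Benjamini-Hochberg adjusted p was under 0.1 and its fold change was over 1.5, and adjusted p values are edgeR values unless another tool is named. Reported log2 fold changes are edgeR estimates with standard errors, CPM values are TMM-scaled means with the standard deviation of the 2 replicates, and floors were set for genes with no or few reads in one condition. The average effect over lines and the interaction of line and oxygen came from a joint edgeR fit of all 12 libraries. Interaction counts used the adjusted p alone.

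Alternatives were DESeq2 1.42.0 with unshrunken and shrunken fold changes, RLE factors, library size only, 2 other filters and a joint fit. Further alternatives were a replicate block, other thresholds, and limma 3.58.1 on log2 RPKM with pseudocounts of 0.1 and 1. The study itself called genes with DESeq2, at the same adjusted p and fold change thresholds as used here. Gene lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. There were 12 tests of 4 lists in 3 lines, and a list test passed when its adjusted p was under 0.05. The acute response list held 408 genes, all present in the count table, the glycolysis list 16, the MYC-associated list 51 and the collagen and matrix list 11. A wider list of acutely transactivated genes held 775 matched genes. Fisher exact tests compared 116 acute with 1107 late response genes, both restricted in the same way to genes that the study had not found in earlier work on hypoxia. They describe the lists, because genes are not independent replicates. Panels of 11 marker genes and 17 genes discussed in the study were read gene by gene. Genes are named here by a rule: the panels, the 3 called genes with the highest and the 3 with the lowest fold change per line, the 5 highest and 3 lowest genes called in all lines, and for each pair of lines 3 genes by interaction p and 3 by opposite calls. All but the panel genes needed a mean of 100 counts, and those chosen per line also needed no overlap between conditions. Reference genes outside this rule were named after their values were seen. The acute and late lists come from gene sheets of the study, which defined them in another cell line. The acute response list read this way is shorter than the number of such genes that the study states, for a reason not known here. The glycolysis and MYC-associated lists were written from general knowledge, and the collagen and matrix list holds genes discussed in the study with LOX and P4HA2 added. The main test, the thresholds, the lists and most alternatives were fixed before the data were examined. Cyclic loess scaling with voom, the alternatives for opposite calls and the counts with single A549 hypoxia libraries were added after the data were seen.

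The summed counts in the order replicate 1 and 2 of normoxia, then 1 and 2 of hypoxia, were 35973131, 36861468, 39076378 and 33423601 in RKO, 40087914, 38302811, 41757584 and 35724285 in A549, and 27350424, 32421780, 30162615 and 34716447 in H460. With 2 replicates per group the median standard error of a log2 fold change was 0.184, 0.223 and 0.114.

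The records do not say whether replicates with the same number were handled together. As a check, the difference of replicate 1 and replicate 2 in normoxia was correlated across genes with the same difference in hypoxia. The correlation was 0.366 in RKO (11794 genes), 0.378 in A549 (13070 genes) and 0.162 in H460 (12452 genes), all over the limit of 0.1. The unblocked fit was kept as fixed, and the fit with the replicate number as a block is given beside it where it changed a call or moved a count by over 1.5 times.

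The methods were tried on simulated libraries in which 200 genes changed. At a 2-fold change the fit recovered 125 genes in RKO-like, 9 in A549-like and 185 in H460-like libraries, with 12, 1 and 7 false calls. At a 4-fold change it recovered 193, 185 and 200. The A549-like recovery at 2-fold varied between draws. The blocked fit recovered 128, 13 and 188 at 2-fold, but made 98 false calls in RKO-like libraries at 4-fold. Each fit was run on a separate draw without a deviation shared by same-numbered libraries, so this does not show how the block behaves on the real libraries. The interaction test recovered 29 of 200 genes with 7 false calls. The simulations, and those used for the A549 calls, were rerun with wider dispersions after their results had been seen, because the earlier ones gave libraries with too little spread, and no verdict changed. The expression-stratified odds ratios were recomputed after an indexing error was found in them.

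Counts of opposite calls between A549 and each other line were few, changed under most alternatives and are not reported. That was decided after their values were seen. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15. GC content was known for 23036 of the 25369 genes (90.8%).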

Results

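Counted reads per library ranged from 27350424 (H460 normoxia, replicate 1) to 41757584 (A549 hypoxia, replicate 1). EEF1A1 had the most reads in every library except the H460 hypoxia libraries, where GAPDH led with 1.79% and 1.61% of the reads. The share of the 10 most abundant genes rose in H460 from 4.24% and 4.22% in normoxia to 7.79% and 7.23% in hypoxia, and the TMM factors moved from 1.12 and 1.14 to 0.866 and 0.904. Scaling by library size alone shifted all H460 fold changes by a median of -0.35 on the log2 scale relative to TMM, against 0.08 in RKO and -0.09 in A549. Changes are therefore stated relative to the TMM reference. Replicates differed by more than counting error in every group, with a chi-square per degree of freedom from 10.1 (H460 hypoxia) to 75.9 (A549 normoxia). The biological coefficient of variation was highest in A549 (18.9%) and lowest in H460 (7.91%), with RKO between them.

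Hypoxia raised 2415 genes and lowered 1930 of 12817 tested genes in RKO. In A549 it raised 316 and lowered 65 of 14251, and in H460 it raised 3467 and lowered 3837 of 14080. The median standard error of the log2 fold change was 0.184, 0.223 and 0.114. The A549 counts moved most. Limma on RPKM without a filter moved the higher genes most and left 17 higher and 11 lower. The replicate block moved the lower genes most and gave 1189 higher and 723 lower in A549, while RKO and H460 changed little with it. In H460 the share of calls that were higher was 47.5%, and 26.5% when scaled by library size alone. At an unadjusted p under 0.05, 6093, 2363 and 10546 genes passed in RKO, A549 and H460.

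**Figure D1:**
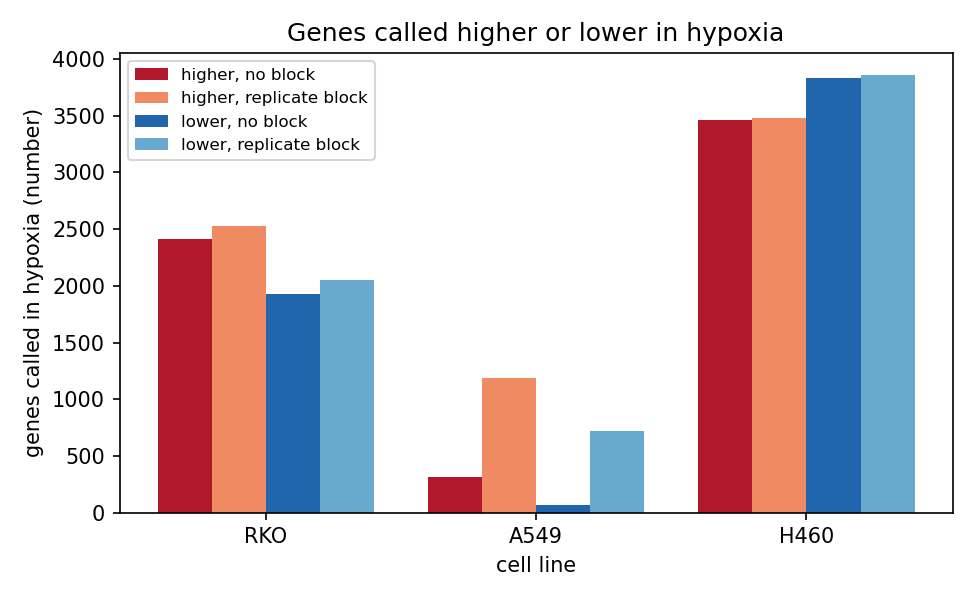
Genes called higher (red) and lower (blue) in hypoxia in each cell line, with the lighter bars from the fit with a replicate block. Bars start at 0.

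Among the marker genes, CA9 (chromosome 9, 35673915 to 35681154) rose from 3.05 ± 1.45 to 66.7 ± 14.9 CPM in RKO, 50.2-fold from 4.23 ± 2.34 CPM in A549 and from 2.11 ± 1.60 to 228 ± 9.96 CPM in H460. The log2 fold changes were 4.45 ± 0.31, 5.65 ± 0.37 and 6.81 ± 0.28, with adjusted p of 3.74e-05, 0.000876 and 3.43e-09. NDRG1 (chromosome 8, 134249414 to 134309547) rose by 4.28 ± 0.48, 4.73 ± 0.43 and 6.08 ± 0.13 in the same order (adjusted p = 0.000188, 0.00441 and 1.11e-10). VEGFA rose by 1.18 ± 0.18 in RKO, 1.62 ± 0.36 in A549 and 1.49 ± 0.09 in H460. SLC2A1 rose by 1.73 ± 0.15, 1.78 ± 0.22 and 1.12 ± 0.16, and PDK1 by 1.60 ± 0.20, 1.73 ± 0.24 and 1.52 ± 0.09. ADM and ANKRD37 were called higher in RKO (1.96 and 3.10) and H460 (3.28 and 5.30). In A549 their changes were 0.67 ± 0.31 and 1.86 ± 0.48 (adjusted p = 0.324 and 0.111), and the replicate block called both. EGLN3 and BNIP3 were below the detection limit in RKO and rose in A549 (3.43 and 1.80) and H460 (2.45 and 3.24).

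HIF1A mRNA (chromosome 14, 62162119 to 62214977) changed by -1.75 ± 0.16 in RKO (adjusted p = 7.71e-05) and -1.16 ± 0.23 in A549 (adjusted p = 0.0494). It was not called in H460 (-0.14 ± 0.11, adjusted p = 0.247). EPAS1 rose in RKO (1.29 ± 0.25, adjusted p = 0.00281) and H460 (1.42 ± 0.09, adjusted p = 9.18e-08) but not in A549 (-0.08 ± 0.23, adjusted p = 0.900). Of the marker panel, 8 of 9 tested genes were called higher and 1 lower in RKO, 7 of 11 higher and 1 lower in A549, and 10 of 11 higher in H460. Adjusted over the list alone, A549 had 9 higher and 1 lower. Of the panel of genes discussed in the study, 10 of 15 tested genes were called higher in RKO, 7 of 16 in A549 (8 when adjusted over the list alone) and 14 of 17 in H460. ELF3 and NEDD9 were below detection in RKO and SMAD9 in A549. DDIT4 was called in RKO (2.04 ± 0.49) and H460 (1.45 ± 0.11), and in A549 (0.96 ± 0.50, adjusted p = 0.377) only with the replicate block.

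**Figure D2:**
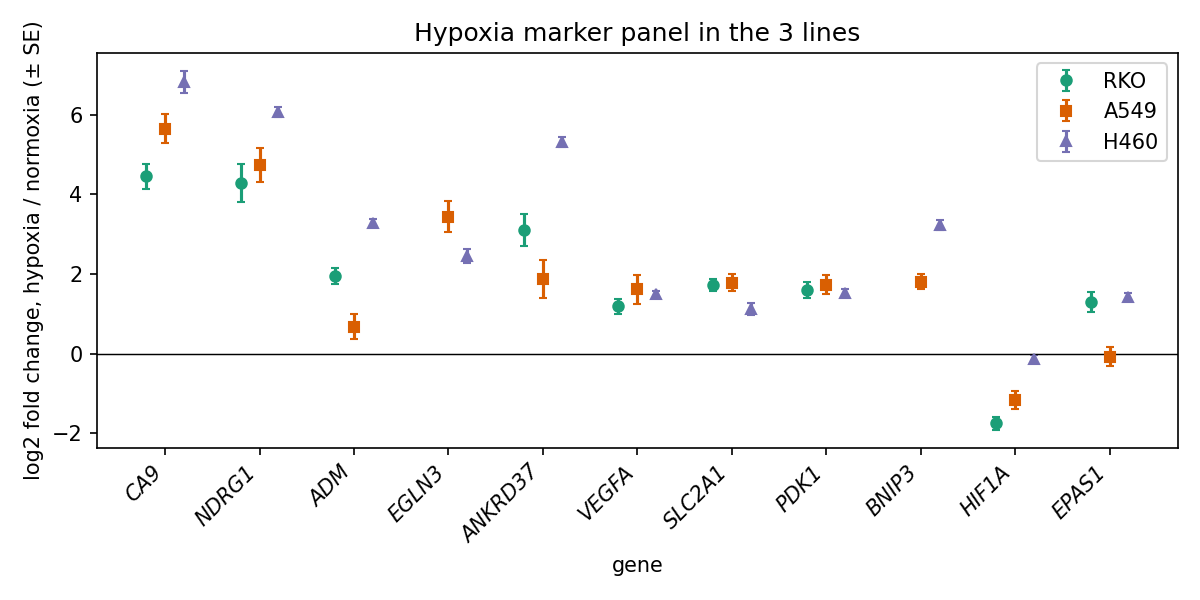
Log2 fold change and standard error of 11 marker genes in RKO (circles), A549 (squares) and H460 (triangles). EGLN3 and BNIP3 were not tested in RKO.

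The largest rises in RKO were those of PRSS8 (5.34 ± 0.50), MYO15B (5.33 ± 0.30) and SYTL2 (5.06 ± 0.30), and the largest falls were HPDL (-2.60), MIR17HG (-2.40) and DANCR (-2.30). In A549 CA9, SEMA5B (5.42 ± 0.64) and LOX (5.26 ± 0.57) rose most, and CHAC1 (-3.77 ± 0.88), CPLX2 (-3.31 ± 0.36) and POM121L10P (-2.60) fell most. A single library decided the CHAC1 value, because the normoxia counts were 101 and 1007. In H460 PCK1, ISM2 and SEC14L5 rose most but had too few normoxia reads for an estimate. PCK1 had none and reached 7.73 ± 0.07 CPM in hypoxia, and the rises of ISM2 and SEC14L5 were at least 149-fold and 88.9-fold. RPS6KL1 (-6.08 ± 0.25), MFAP3L (-4.72 ± 0.30) and PRR22 (-4.24) fell most in H460. These bounds, and the intervals given for shares, cover counting error only.

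In all 3 lines 129 of 11873 genes tested in each (1.09%) were called in the same direction, 13 of them lower and the others higher. If the calls of the lines were independent, 8.43 higher and 1.74 lower genes would be expected. The alternative that moved this most was limma on RPKM without a filter, with 3 higher and 0 lower, and the replicate block gave 366 and 255. CA9, NDRG1, ALDOC (3.30, 3.17 and 3.70 in RKO, A549 and H460), MIR210HG (3.38, 2.87 and 4.04) and HK2 (2.45, 2.52 and 2.76) were among the shared higher genes. MAT2A (-1.46, -1.25 and -1.13), TRMT61A (-2.20, -1.12 and -1.30) and RRP9 (-1.58, -1.05 and -2.56) were among the shared lower genes. In any line 3878 genes were higher and 3915 lower, and 2783 and 2803 of them in exactly 1 line. RKO and H460 shared 1031 higher genes (489 expected) and 1093 lower genes. Of the 205 genes higher in A549 and tested in all lines, 56.6% were higher in both other lines and 87.8% in at least 1.

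Fold changes correlated between lines across genes with a Pearson coefficient of 0.495 (RKO and A549), 0.452 (RKO and H460) and 0.559 (A549 and H460), and a Spearman coefficient of 0.480, 0.454 and 0.535. Genes are not independent replicates, so no p is given. Single libraries moved the coefficients most. Without A549 hypoxia replicate 2 the value was 0.358 for RKO and A549 and 0.404 for A549 and H460, and without RKO hypoxia replicate 1 it was 0.360 for RKO and H460. Of 2450 genes called in both RKO and H460, 2124 (86.7%) moved in the same direction and 326 in opposite directions. Among the opposite genes 268 were higher in RKO and lower in H460, and 58 were the reverse. The fold change threshold moved this most. With a fold change over 2 there were 97 opposite genes, 90 of them higher in RKO, and with no minimum 896, 498 of them higher in RKO.

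**Figure D3:**
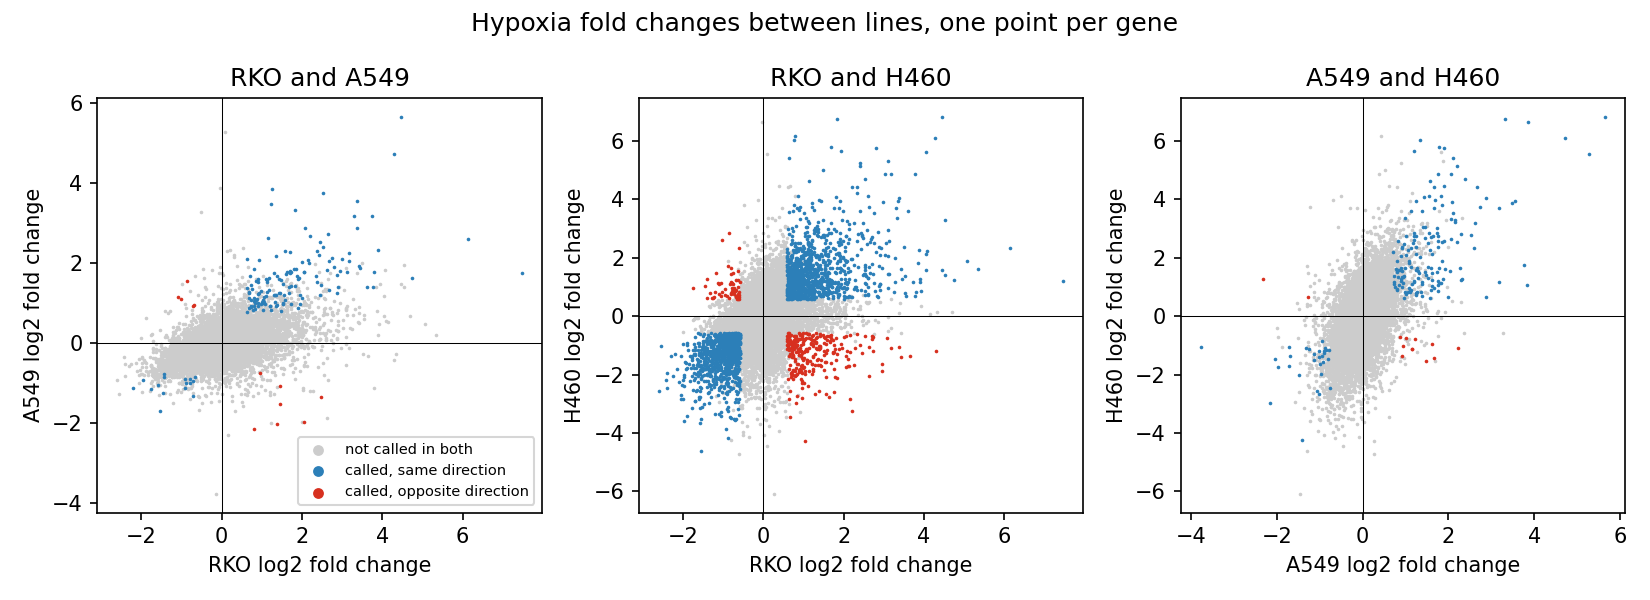
Log2 fold changes of each pair of lines, one point per gene. Blue points were called in both lines in the same direction, red points in opposite directions, and gray points not in both.

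In the joint fit the effect averaged over lines was called higher for 2315 genes and lower for 1796 of 15595. The effect differed between lines for 7615 genes (48.8%). It differed for 2270 genes between RKO and A549, 5857 between RKO and H460 and 5607 between A549 and H460. The replicate block moved the RKO and A549 count most, to 4200. Of the genes higher in all lines, 73 (62.9%) also differed in size between lines. The median log2 fold changes of all genes higher in all lines were 1.54, 1.58 and 2.19 in RKO, A549 and H460.

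OSGIN1 rose in RKO (2.05 ± 0.21, adjusted p = 0.000119) and fell in A549 (-1.98 ± 0.20, adjusted p = 0.00441) and H460 (-1.74 ± 0.13, adjusted p = 3.15e-07). ITPR1 rose in RKO (3.17 ± 0.29) and A549 (2.24 ± 0.22) and fell in H460 (-1.09 ± 0.09). GDF15 rose in RKO (1.45 ± 0.20) and fell in A549 (-1.53 ± 0.30), and SH2D5 did the same (2.48 ± 0.28 and -1.36 ± 0.33). In A549 the adjusted p was 0.0517 for GDF15 and 0.099 for SH2D5, so neither was called at 0.05. The SH2D5 counts in A549 hypoxia were 480 and 187. PDK4 fell in A549 (-2.31 ± 0.20) and rose in H460 (1.28 ± 0.13). PODXL rose in A549 (1.47 ± 0.29, adjusted p = 0.0517) and fell in H460 (-1.54 ± 0.17). MGAT5B rose in RKO (4.29 ± 0.33) and fell in H460 (-1.18 ± 0.13), and MROH6 did so as well (1.55 ± 0.27 and -2.65 ± 0.17).

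Of the acute response genes, 230 of 373 tested (61.7%) were higher in RKO, 79 of 393 (20.1%) in A549 and 328 (83.0%) in H460. Among all other genes the shares were 17.6%, 1.71% and 22.9%. The A549 share moved most between alternatives, from 0.737% with limma on RPKM without a filter to 46.3% with the replicate block. Adjusted over the list alone, A549 had 175 higher genes. In at least 1 line 335 of 363 genes tested in all lines (92.3%) were higher, or 361 of 402 (89.8%) when tested in any, and 53 (14.6%) were higher in all 3. Of the wider list of acutely transactivated genes, 295 of 621 (47.5%) were higher in RKO, 89 of 662 (13.4%) in A549 and 447 of 662 (67.5%) in H460. Of the 588 tested in all lines, 78.2% were higher in at least 1 line and 9.52% in all 3. With the replicate block 222 of the wider list were higher in A549, and 21.4% of those tested in all lines were higher in all 3.

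In the restricted acute and late lists, 88 acute genes (85.4%) and 627 of 834 late genes (75.2%) were higher in at least 1 line. The odds ratio was 1.94 (95% interval 1.08 to 3.69, Fisher exact p = 0.0197, adjusted p over the 2 tests = 0.0393). In all 3 lines the counts were 3 (2.91%) and 11 (1.32%), with an odds ratio of 2.24 (0.395 to 8.68, Fisher exact p = 0.192, adjusted p = 0.192). With the replicate block the shares in all 3 lines were 12.6% and 7.43%. Stratified by expression the odds ratios were 1.93 and 2.34. The alternative that moved the first result most was dropping the fold change minimum, which gave an odds ratio of 1.37 (Fisher exact p = 0.432).

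The median log2 fold change of the acute response list was 0.80 in RKO, 0.57 in A549 and 1.53 in H460. Without the A549 hypoxia replicate 2 library the A549 value was 0.37. The glycolysis medians were 0.67, 0.81 and 1.26, and the collagen and matrix medians 0.82, 1.43 and 2.62. The MYC-associated medians were -1.33, -0.59 and -1.51, and the A549 value was -0.33 without hypoxia replicate 2. Under library size scaling the H460 medians were 1.17, 0.91, 2.27 and -1.86 for acute, glycolysis, matrix and MYC-associated genes, with the directions unchanged. With camera all 12 tests passed, with an adjusted p from 3.42e-59 (acute list, H460) to 1.25e-05 (matrix list, RKO). With the correlation estimated from the data none passed, and that was the alternative that moved the tests most.

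Of the 16 glycolysis genes, 9 were called higher in RKO, 10 in A549 (12 when adjusted over the list alone) and 13 in H460. Of the 51 MYC-associated genes, 49 were called lower in RKO, 2 in A549 and 40 in H460. In A549, 24 were lower when adjusted over the list alone and 26 with the replicate block. Of the 11 collagen and matrix genes, 6 were called higher in RKO, 7 in A549 (9 when adjusted over the list alone) and 10 in H460.

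**Figure D4:**
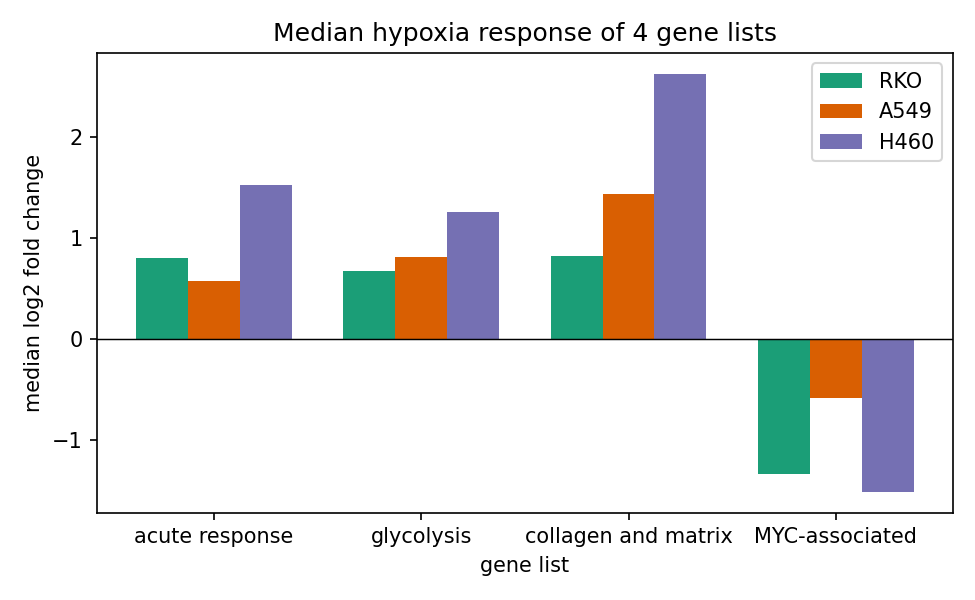
Median log2 fold change of the acute response, glycolysis, collagen and matrix, and MYC-associated lists in each line. Bars start at 0.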

Values the study reported

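The study reported 460 acute response genes and 1672 late response genes in HCT116 cells. It reported that about 90% of the acute response genes were induced in 1 or more further cell lines.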

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

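All differences in this part were set apart because the hypoxia effect differed between cell lines in an interaction test of the joint fit; of the tests of their cause, the one on scaling was chosen after the result was seen, and those on depth and replicate spread before. The effect differed between the 3 lines for 7615 genes, between RKO and A549 for 2270, between RKO and H460 for 5857 and between A549 and H460 for 5607. Scaling by library size alone gave 8158 genes, and thinning all libraries to the smallest total gave 7466. Neither the choice between these scalings nor depth therefore accounts for the count. Fold changes correlated with expression level at -0.232 in RKO and 0.233 in H460 (Spearman, across genes). That trend was not removed for this count, so its part is open. In libraries simulated with a single common fold change and the replicate spread of each line, a median of 1 gene (0 to 4 in 5 sets) had an interaction, so unequal spread does not account for it either. The simulations were rerun with wider dispersions after a first result, with the same outcome. In simulated libraries where only 200 genes changed, in RKO alone, the interaction test found 29 of them, so modest differences can be missed when few genes differ. How many were missed in the real libraries, where far more genes passed, was not estimated. All 3 lines differ in genotype, RKO differs from the other 2 in tissue of origin, and H460 grew in another medium. None of these was tested.

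For the lists, the median over genes of the difference between RKO and A549 was 0.26 for the acute response genes, -0.32 for glycolysis and -0.68 for the MYC-associated genes. Between RKO and H460 it was -0.69 for the acute response, -0.57 for glycolysis and -0.52 for collagen and matrix genes. Between A549 and H460 it was -0.96 for the acute response, -0.37 for glycolysis, 0.83 for the MYC-associated genes and -0.59 for collagen and matrix genes. With camera 10 of the 12 comparisons passed, and fry kept 6 of them. A scaling error that shifts all genes alike could move all lists of a line the same way, but in H460 the acute and MYC-associated lists moved apart. Under library size alone the interaction count was 8158. Errors that vary with expression level were not tested. The cause of the list differences was not tested further.

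For single genes the same tests apply only as a group, and the cause of each difference was not tested. Each gene is given for the pair of lines with its largest difference. The difference between RKO and H460, as RKO minus H460 on the log2 scale, was -2.30 for CA9, -1.75 for NDRG1, -1.57 for HIF1A, -2.34 for MXI1, -0.57 for ENO1, 1.09 for SMAD3 and -1.95 for SMAD9. It was -3.42 for PLOD2, -2.19 for LOXL2 and -5.40 for LOX among the matrix genes. It was 6.38 for RPS6KL1, 3.49 for PRR22, 5.51 for MGAT5B, -4.73 for KIAA1244, -4.01 for AKAP12, 4.30 for ITPR1 and 4.25 for MROH6. LOX, PLOD2 and LOXL2 had few reads in RKO, so their differences rest on small counts there.

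Between A549 and H460 the difference was -2.60 for ADM, -3.44 for ANKRD37, -1.43 for BNIP3, -1.50 for EPAS1, -1.39 for FOXO3, -2.04 for SLC2A3, -1.64 for KDM3A and -1.75 for ELF3. It was 1.91 for MIR17HG, 4.98 for MFAP3L, 1.51 for RRP9, -4.33 for PPP2R5B, 3.46 for SDC1, -3.59 for PDK4 and 3.01 for PODXL. Most of the marker and study panel genes in this pair rose less in A549, where the hypoxia replicate 1 library responded more weakly than replicate 2, and part of these differences may come from that library. The share of the replicate 2 rise that it reached had an interquartile range of 0.291 over genes.

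Between RKO and A549 the difference was 3.13 for PTPRR, -1.68 for DANCR, 5.18 for MYO15B, 4.63 for SYTL2, -1.03 for TRMT61A, 4.08 for OSGIN1, 3.88 for SH2D5 and 3.02 for GDF15. OSGIN1, SH2D5 and GDF15 were called in opposite directions in the 2 lines, which a weaker response of a single A549 library does not produce. Genes with a condition at the detection floor were left out of these comparisons. PTPRR was kept, but it had only 5 and 1 reads in RKO normoxia, so its difference rests on small counts there.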

How the results depend on the processing

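Except for cyclic loess scaling and the alternatives for opposite calls, which were chosen after the result was seen, the tests in this part were fixed in advance. With RLE factors no result changed its side of a threshold. The A549 counts, and with them the counts in all 3 lines, moved under most settings, while the RKO and H460 calls moved mainly with the thresholds and the scaling. Where no cause is given for a change, the cause was not tested.

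With a fold change over 2, by construction, fewer genes were called: 1359 higher and 621 lower in RKO, 1904 and 2356 in H460, and 76 and 4 in all 3 lines. The opposite calls of RKO and H460 fell to 97 (90 higher in RKO and 7 in H460). The acute response share was 38.9% in RKO, 72.4% in H460, 79.3% in at least 1 line and 11.02% in all 3. With no fold change minimum, again by construction, more genes were called: 2938 lower in RKO, 5345 higher in H460 and 896 opposite (498 higher in RKO and 398 in H460). The acute shares were 70.0% in RKO, 89.6% in H460 and 96.7% in at least 1 line, and the odds ratio of acute against late genes weakened to 1.37. With an adjusted p under 0.05, A549 had 144 higher and 21 lower genes and all 3 lines 61 and 2, with acute shares of 12.5% in A549 and 10.5% in all 3.

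With DESeq2 and unshrunken fold changes A549 had 608 higher and 263 lower genes and all 3 lines 221 and 88, with acute shares of 31.8% in A549 and 22.6% in all 3. With shrunken fold changes these were 585 and 236, 209 and 79, 31.3% and 22.04%. With all genes that had a count, A549 had 587 and 213 and all 3 lines 217 and 64, with shares of 29.7% and 19.6%. In the joint fit A549 had 957 and 440 and all 3 lines 339 and 139, with shares of 40.2% and 24.8%. The joint fit shares its dispersion over lines, and A549 had the largest of the 3. With the replicate block A549 had 1189 and 723 and all 3 lines 366 and 255, with shares of 46.3% and 30.6%, and 4200 genes differed between RKO and A549. The counts of A549 genes within other lists also rose with the block. No other result changed its call, apart from named genes that the block added, such as ADM, ANKRD37 and DDIT4 in A549 and MFAP3L and PRR22 in RKO. The block removes variation shared by the replicates of a number, but it also made more false calls in some simulated libraries. In A549-like libraries it made 27 against 13 without the block at a 4-fold change, and 1 against 1 at 2-fold. The excess was largest in RKO-like libraries at 4-fold (98 against 11), while H460-like libraries at 4-fold had 8 with either fit. The simulated libraries had no deviation shared by same-numbered libraries, and each fit was run on a single separate draw. These counts therefore do not show how the block behaves on the real libraries. The share of A549 calls that were higher was 82.9% in the main fit, 62.2% with the block, 69.8% with DESeq2 (71.3% shrunken), 68.5% in the joint fit and 60.7% on RPKM without a filter.

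With library size alone, which shifts all H460 changes down, A549 had 151 and 41 genes, H460 2075 and 5758, and all 3 lines 59 and 7. The opposite calls were 523 (502 higher in RKO and 21 in H460). The acute shares were 12.7% in A549, 73.9% in H460, 87.3% in at least 1 line and 10.2% in all 3. With limma on log2(RPKM + 0.1), which also has no scaling beyond library size, A549 had 74 and 21, H460 2185 and 5972 and all 3 lines 27 and 5. The opposite calls were 507 (485 and 22), the acute shares 6.55% in A549, 73.7% in H460, 86.4% in at least 1 line and 4.90% in all 3, and the correlation of RKO and A549 was 0.459. With log2(RPKM + 1) A549 had 39 and 11, H460 1652 higher, all 3 lines 18 and 2, and 16 genes were lower in RKO and higher in H460. The acute shares were 5.04% in A549, 66.9% in H460, 81.5% in at least 1 line and 3.54% in all 3, and the correlation of RKO and H460 was 0.530. Without a filter A549 had 17 and 11, H460 2225 and 6087, and all 3 lines 3 and 0, with 409 genes higher in RKO and lower in H460 and 20 the reverse. The acute shares were 55.1% in RKO, 0.737% in A549, 72.1% in H460, 82.9% in at least 1 line and 0.496% in all 3. In all 3 fits on RPKM the odds ratio of acute against late genes in all lines was 0, a reversal that rests on few genes.

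With cyclic loess scaling A549 had 171 and 34 genes, all 3 lines 67 and 3, and the opposite calls were 175 and 95. For the list tests, fry left the A549 acute list at an adjusted p of 0.0948, the A549 MYC-associated list at 0.183, the A549 matrix list at 0.0631 and the RKO glycolysis list at 0.0737. With camera at an estimated correlation the adjusted p for the acute, glycolysis, MYC-associated and matrix lists was 0.179, 0.284, 0.139 and 0.133 in RKO, 0.179, 0.135, 0.266 and 0.135 in A549, and 0.128, 0.179, 0.0753 and 0.131 in H460. The estimated correlation rests on few libraries per line.

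Each library was also left out in turn, with fold changes taken as differences of mean log2 CPM and without a test. The acute median then ranged from 0.69 to 0.95 in RKO, 0.37 to 0.74 in A549 and 1.49 to 1.53 in H460. The glycolysis median in RKO ranged from 0.54 to 0.76, and the MYC-associated median in A549 from -0.86 to -0.33. The correlation ranged from 0.358 to 0.539 for RKO and A549, 0.360 to 0.518 for RKO and H460 and 0.404 to 0.610 for A549 and H460. Directions did not change. The counts that follow apply the fold change threshold alone to genes called with all libraries, so high retention was partly fixed by that choice. In A549 all 381 genes that passed the adjusted p were over 1.5-fold, so its retention does not show stable calls. Called genes kept their direction and a 1.5-fold change in 2164 to 2290 higher and 1534 to 1815 lower genes in RKO, 314 to 316 and 65 in A549, and 3267 to 3357 and 3606 to 3701 in H460.

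Of the 127 pairs of a named gene and a line in which it was called, 2 were weaker with DESeq2, among them CHAC1 in A549 (adjusted p = 0.101). Values of 6 pairs moved when a library was left out, and 0 reversed. Counts of opposite calls between A549 and the other lines changed under most settings and are not given, which was decided after their values were seen. With 2 replicates per group and the spread of A549, 2-fold changes were mostly missed in simulated libraries in which only 200 genes changed, which limits the A549 counts where few genes change.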

Other observations

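The tests in this part on the A549 hypoxia replicate 1 library, the size of the A549 fold changes, the trends behind the replicate pairing and the effect of cyclic loess, alone or with the other trends, on opposite calls were chosen after the result was seen; the others were written before.

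The A549 hypoxia replicate 1 library responded less than replicate 2. Against both normoxia libraries, 927 genes were over 1.5-fold higher and 584 lower in replicate 1, and 2114 and 1733 in replicate 2. The medians of genes called in both RKO and H460 were 0.27 (higher) and -0.19 (lower) in replicate 1, and 0.64 and -0.59 in replicate 2. Scaling could explain this only if rising and falling genes were shifted the same way, but the replicate 1 minus replicate 2 difference was 0.402 for falling and -0.369 for rising genes. A mislabelled normoxia library could not explain it, since 8 of 9 markers were above both normoxia libraries in replicate 1 (ADM was not).

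A mixture of RNA from normoxic cells could also weaken a library. Over 226 genes the share of the replicate 2 rise reached in replicate 1 had a median of 0.358 and an interquartile range of 0.291, within the simulated mixtures (median 0.284, upper limit 0.332). This was at first read as fitting, and was then set to undecided because the noise in the simulation came from the same libraries, so by this measure a mixture and a weaker response cannot be told apart. A further test was added after that outcome: the glycolysis list reached a share of 0.803, outside the simulated range of 0.197 to 0.508. The simulation drew genes independently and left out the deviation shared by same-numbered libraries. The A549 glycolysis median was 0.678 without normoxia replicate 2 and 0.988 without normoxia replicate 1, so the share depends on the baseline. This test therefore does not exclude a mixture. Why the glycolysis share was higher was not tested.

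Larger replicate spread could account for the few calls in A549. Libraries simulated with the fold changes of genes called in RKO and the spread of A549 gave a median of 2977.5 calls, against 381 observed. The range was 2860 to 3117 in 20 sets, with 4061 genes changed. The simulated spread did not depend on which genes changed, whereas the A549 hypoxia libraries differed in how far responding genes moved. Spread unrelated to the response is therefore not the whole cause, and spread within responding genes was not tested. With the replicate block 1912 genes were called in A549, against 4585 in RKO, so part of the deficit goes with variation shared by same-numbered libraries. In simulated libraries with only 200 changed genes, however, 9 of 200 2-fold changes were found, so spread limits the calls when few genes change. Smaller fold changes may add to it. The median absolute log2 fold change of the 11873 genes tested in all lines was 0.228 in A549. It ranged from 0.178 to 0.310 with a library left out. These values were below those of RKO (0.409, 0.384 to 0.456) and H460 (0.596, 0.574 to 0.620), although larger spread raises such values. Without the weaker hypoxia replicate 1 the A549 value was 0.310, still below the other lines, so that library is not the whole cause of the smaller changes. The rest of the cause was not tested.

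For the acute list alone, the response of A549 was smaller than that of H460. Its median was 0.57 in A549 (0.37 to 0.74 with a library left out) and 1.53 in H460 (1.49 to 1.53). The difference passed with both camera (adjusted p = 9.13e-28) and fry (adjusted p = 0.0237). Against RKO it was left open, because the A549 range overlapped that of RKO (0.69 to 0.95). The direct test against RKO passed with camera (adjusted p = 0.00325) but not with fry (adjusted p = 0.273), so it does not settle the size against RKO. The test on the list median was moved from genes called in RKO and H460 to the acute list after its first values were seen, because genes chosen for being called in other lines favor those lines. The A549 simulations were rerun with wider dispersions after a first result, with the same outcome.

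Libraries with the same replicate number deviated together in each line. Trends with GC content, gene length and abundance could cause this, but after their removal the lowest correlation was 0.132, in H460, so these trends are not the whole cause. On the same genes removal lowered the H460 correlation from 0.169 but raised it in RKO from 0.364 to 0.396 and in A549 from 0.398 to 0.429. Shared handling of same-numbered libraries was not tested.

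More opposite calls were higher in RKO and lower in H460 than the reverse. An expression level trend could play a part, since fold changes correlated with level at -0.232 in RKO and 0.233 in H460 (Spearman, across genes). The share higher in RKO was 82.2% as reported (95% interval 77.6 to 86.2), 64.8% under cyclic loess (58.8 to 70.5), and 70.1% after removal of GC content and length trends (64.6 to 75.2). With both corrections together it was 64.1% (57.6 to 70.2), so these trends account for part of the excess at most. The cause of the rest was not tested. The size of the excess also depended on the threshold and the scaling. Opposite calls higher in RKO and higher in H460 numbered 498 and 398 with no fold change minimum. They numbered 90 and 7 with a fold change over 2, and 502 and 21 under library size alone.

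In RKO 888 genes of low abundance were called higher. Background reads spread over the genome could raise them, but the density of reads in 8772 genes without normoxia reads gave a median of only 0.397% of their gain.

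The libraries of each line can be parted into 2 equal groups in 108 ways over the 3 lines, and 100 of these, the real one included, were fitted for the average effect. Only 1, the real grouping, reached its 4111 calls. The highest other split had 3744 and the median of the others was 0. Of the 28 splits that parted all 6 replicate pairs, again only 1, the real one, reached that number, and the highest other had 2711.

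Among commonly used reference genes, PGK1 was called higher in every line (1.85, 1.86 and 2.55 in RKO, A549 and H460). In RKO GUSB (0.61) and TFRC (0.70) were higher. In H460 GAPDH (2.12), RPLP0 (0.66) and RPL13A (0.86) were higher and TFRC (-0.94) was lower. These genes were named after their values were seen, and not every reference gene is listed. Library size scaling alone shifted H460 fold changes by a median of -0.35. The RPLP0 and RPL13A rises in H460 therefore depend on the TMM reference and may not be called without it.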
